A study of Arabidopsis thaliana with 57 samples.

How the data were processed

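RNA sequencing libraries were prepared from leaves of Arabidopsis thaliana plants grown alone or in physical contact. There were 57 libraries in 19 groups, with 3 biological replicates per group, and per the labels each replicate pooled leaves of 10 to 15 plants. The 9 libraries of the contact experiment came from individual plants and from plants that had touched for 1 h or 1 week. The other 48 came from chains of 3 touching plants, with either 3 wild-type plants (the 3WT chain) or an hpca1-1 mutant in the middle (the WT-hpca1-WT chain). In each chain, leaves were taken at 4 positions (the local leaf and systemic leaves 1, 2 and 3) from control plants and from plants whose local leaf had received light of 2000 µmol photons per m² and s for 30 min. Per the labels, systemic leaf 2 of the WT-hpca1-WT chain was hpca1-1 and every other leaf was wild type (Col-0). The labels do not say when in the day leaves were taken, or in which batches plants were grown and libraries sequenced.

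The deposited values were FPKM per gene and library, in 1 table for the contact experiment and 1 for the chains. Per the labels' protocols, libraries were prepared by standard Illumina methods. The aligner, the quantification program, the genome build and the annotation were not stated, so no coordinates are given. Both tables listed 32824 gene identifiers, of which 32539 were matched to names in the TAIR10.1 annotation, used for names and gene types only. Organelle genes were among those not matched and keep their identifiers. Each library was mapped to its group by its column name and title. The column names write HL where the titles write EL for elevated light. The tables were treated as normalized separately, and every test was made within 1 table.

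FPKM values carry no fragment totals, so the number of fragments behind a value is unknown, and no counting interval was computed. Relative depth was estimated from the steps between low FPKM values of the same gene across libraries. On 12 simulated libraries of known depth the largest error of this estimate was 0.0039 (log2). Relative depth ran from 0.796 to 1.23 in the contact table and from 0.800 to 1.35 in the chain table, where 99.9% of library pairs agreed within 0.1 (log2). An FPKM of 0 can be a failed estimate: 66 tested genes of the chain table and 33 of the contact table had a mean of at least 5 and a 0 in some library. Such genes are described as listed at 0.

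Values were transformed to log2(FPKM + 1), and fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. Genes with an FPKM of at least 1 in at least 3 libraries of a table were tested, 17177 in the contact table and 18735 in the chain table. limma 3.58.1 in R 4.3.3 was fitted to all libraries of a table with 1 mean per group (lmFit, contrasts, eBayes with trend), and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene with an adjusted p under 0.05 is said to be called. The comparisons were 1 h and 1 week of contact against individual plants and against each other, elevated against control light at each position of each chain, the difference of that light response between chains (an interaction contrast), and the difference between chains in control light. All tests were two-sided.

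The local response score was the mean log2(FPKM + 1) over the 200 genes with the smallest p among those called and at least 1 (log2) higher in the lit local leaf of the 3WT chain. It was compared by an exact two-sided permutation test, for which 3 libraries against 3 cannot give a p under 0.10. Fixed gene lists were tested with fry (limma) and summarised by the median log2 fold change: touch (19 genes), jasmonate (19), salicylate (17), shade (12), light and reactive oxygen species (17) and heat (20). The lists were written from general knowledge. The light list shared 2 genes with the heat list and 2 with the touch list, and the jasmonate list shared 1 with the touch list. The first 4 lists were tested only for contact. The same tests were repeated with camera, with its preset and with an estimated correlation between genes.

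Genes are named by a rule: HPCA1 in every group of the chain table, 6 light-response genes in the light comparisons, members of a list under discussion, and the 3 genes with the largest rise and the 3 with the largest fall of each comparison among those called (2 each way for light at systemic leaves 1 and 2, for interactions and for chains in control light). These had to reach a mean FPKM of 5 in the higher group and, except for interactions, show no overlap of replicates. The rule gave 90 gene and comparison pairs, of which 27 were not protein-coding genes or had no gene type. Groups, comparisons, tests, lists, the naming rule and the alternatives were fixed before the data were examined. The counts of genes changed the same way in all 8 light comparisons, or at both contact times, were added afterwards together with their alternatives. 3 further lists, of dawn-phased clock genes (6), evening-phased clock genes (6) and abscisic acid response genes (15), were also added afterwards. They were set against 10000 random lists matched on mean expression.

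The alternatives were a pseudocount of 0.1, no filter, a filter at FPKM 5, median-of-ratios scaling, quantile normalization, a fit with only the groups compared, the replicate number as a block, eBayes without trend, library weights (arrayWeights), a minimum change of 1 (log2), scores of 100 and 400 genes, and leaving out each library in turn. Where 2 comparisons shared the individual plants, 50 simulations of unchanged groups gave the overlap expected from sharing alone. GC content and gene length were not analysed here, since the gene models behind the values were not stated.

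The fits were tested on simulated data with 200 changed genes. In the contact design 96.0% of these were called and 5.88% of the calls fell on unchanged genes. In the chain design the shares were 96.5% and 4.46%. Comparisons with no changed gene gave 0 calls in the contact design and 2 in the chain design. Of 200 unchanged lists, fry gave a p under 0.05 for 5% and 4%. Genes were drawn independently of each other and most were unchanged. These shares therefore do not cover lists of correlated genes, or comparisons such as the lit leaves in which most genes were called. In a separate simulation with 300 changed genes the score recovered 0.31 where 0.3 had been added. Tables and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.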

Results

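Gene expression was measured by RNA sequencing in 57 leaf libraries of Arabidopsis thaliana. In the contact experiment, 3 libraries came from individual plants, 3 from plants that had touched for 1 h and 3 from plants that had touched for 1 week. In the chain experiment, each of 16 groups (2 chains, 4 leaf positions, control or elevated light) had 3 libraries. The FPKM values of a library summed to between 745054 and 786807 in the contact table and between 757989 and 804428 in the chain table. Between 16418 and 16766 genes reached an FPKM of 1 in the contact libraries, and between 16867 and 17374 in the chain libraries. Replicates were compared on genes with a mean FPKM of at least 5 and no value of 0 in the table, which leaves out the low genes. Across these genes, replicates of a group had a Pearson r of 0.987 to 0.993 in the contact table and of 0.984 to 0.997 in the chain table. The SD of the difference between 2 replicates, taken over the same genes, had a median of 0.21 in the contact table and 0.16 in the chain table on the log2(FPKM + 1) scale. Fragment totals are unknown, and estimated relative depth varied between 0.796 and 1.35 over both tables.

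HPCA1 (AT5G49760), which encodes a receptor kinase for hydrogen peroxide at the cell surface, was examined first because the middle plant of one chain was an hpca1-1 mutant. In the 6 hpca1-1 libraries HPCA1 averaged 28.5 FPKM, with a range of 24.2 to 33.3. In the 42 wild-type libraries of the chain experiment it averaged 53.04, with a range of 43.4 to 61.4, so the ranges did not overlap. In control light the hpca1-1 leaves held 24.6 ± 0.537 FPKM (SD, n = 3) and the matching wild-type leaves 53.3 ± 1.54 (SD, n = 3), a log2 fold change of -1.08 ± 0.04 (SE, limma adjusted p = 5.71e-22). In elevated light hpca1-1 leaves held 32.4 ± 0.891 FPKM (SD, n = 3) and wild-type leaves of systemic leaf 2 held 48.7 ± 0.529 (SD, n = 3). In the local leaf HPCA1 was at 56.5 ± 2.20 in control and 47.4 ± 1.34 in elevated light in the 3WT chain, and at 58.4 ± 1.97 and 45.3 ± 0.810 in the WT-hpca1-WT chain (SD, n = 3). At systemic leaf 1 the means in control and elevated light were 55.6 ± 1.24 and 60.2 ± 1.03 in the 3WT chain and 52.5 ± 1.15 and 50.7 ± 0.858 in the other chain (SD, n = 3). At systemic leaf 3 they were 53.6 ± 0.387 and 56.1 ± 0.565 in the 3WT chain and 49.1 ± 5.03 and 55.1 ± 0.708 in the other (SD, n = 3).

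**Figure D1:**
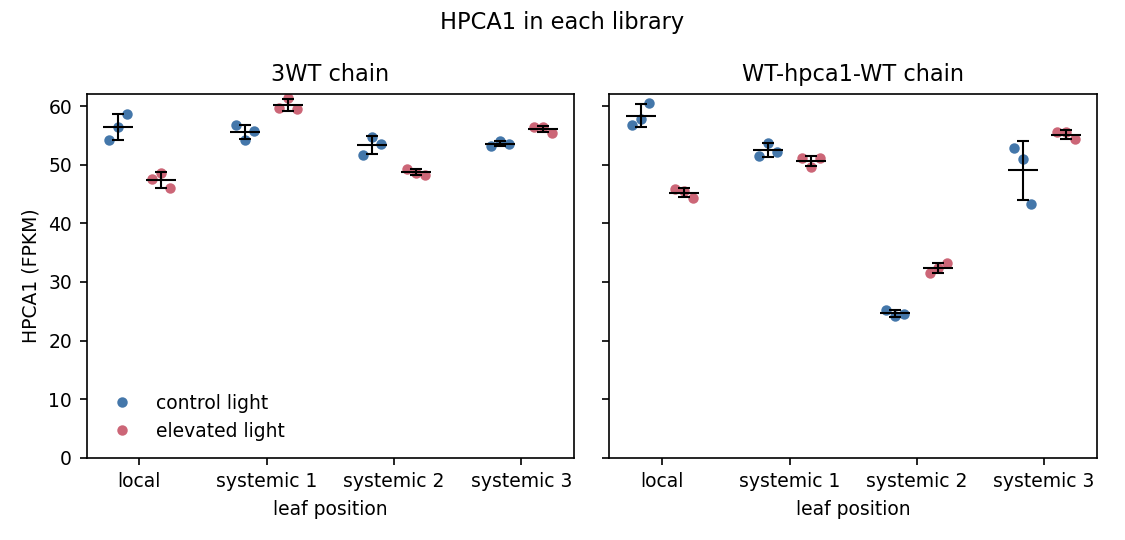
HPCA1 expression (y axis, FPKM) at the local leaf and systemic leaves 1 to 3 (x axis) of the 3WT chain (left) and the WT-hpca1-WT chain (right), in control (blue) and elevated light (red). Points are libraries and bars are the mean ± SD of 3 libraries; the 6 hpca1-1 libraries at systemic leaf 2 lie between 24.2 and 33.3 FPKM, below the 43.4 to 61.4 of the wild-type libraries.

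The contact comparisons asked how leaves that touch differ from leaves of plants grown apart. Per the labels, a buffered solution with a wetting agent and agarose was applied where plants were put in contact and not to individual plants, so the comparison covers contact and solution together. After 1 h, 2533 of 17177 genes were called, 1549 higher and 984 lower. After 1 week, 2550 were called, 1642 higher and 908 lower. A change of at least 1 (log2) was reached by 395 of the genes called at 1 h (383 higher, 12 lower) and by 341 of those at 1 week (327 higher, 14 lower). This minimum change moved the counts more than any other alternative. The number lower at 1 h varied with single libraries, from 587 without replicate 3 of the 1 h group to 878 without replicate 3 of the individual plants. With eBayes without trend the numbers lower were 628 at 1 h and 558 at 1 week. Between 1 week and 1 h, 3796 genes were called, 2136 higher and 1660 lower at 1 week, and 546 of them changed by at least 1 (log2).

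After 1 h the largest rises were those of PHI-1 (AT1G35140), from 1.26 ± 0.187 to 43.7 ± 1.54 FPKM, CML38 (AT1G76650), from 0.274 ± 0.0432 to 21.1 ± 1.02, and TCH4 (AT5G57560), from 9.28 ± 0.564 to 169 ± 5.15 (SD, n = 3). Their log2 fold changes were 4.31 ± 0.08, 4.11 ± 0.17 and 4.05 ± 0.07 (SE), with limma adjusted p-values of 1.61e-10, 3.25e-08 and 4.66e-11. The largest falls were those of AT1G70335, from 8.84 ± 2.76 to 0.222 ± 0.384 FPKM, AZI1 (AT4G12470), from 22.2 ± 1.15 to 2.40 ± 0.450, and the long non-coding RNA AT4G05815, from 6.74 ± 1.24 to 0.310 ± 0.228 (SD, n = 3). After 1 week NIT2 (AT3G44300) rose from 0.0469 ± 0.0563 to 282 ± 21.6 FPKM (SD, n = 3; log2 fold change 8.08 ± 0.09, SE, limma adjusted p = 1.75e-12). LTP4 (AT5G59310) and LEA7 (AT1G52690) were at 114 ± 10.8 and 92.1 ± 6.09 FPKM after 1 week (SD, n = 3) and were listed at 0 in all 3 libraries of individual plants. The largest falls at 1 week were smaller, -1.50 ± 0.31 for RGF6 (AT4G16515), -1.42 ± 0.16 for AT3G16670 and -1.40 ± 0.18 for AT3G16660 (log2 fold change ± SE).

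Between 1 week and 1 h the same 3 genes, NIT2, LTP4 and LEA7, rose most. TCH4 was lower at 1 week (20.6 ± 1.81 FPKM) than at 1 h (169 ± 5.15), and ERF6 (AT4G17490) fell from 15.2 ± 1.08 to 0.875 ± 0.337 (SD, n = 3). The small nucleolar RNA SNOR108 (AT5G41471) was at 121 ± 57.3 FPKM at 1 h (SD, n = 3) and listed at 0 in the 3 libraries of 1 week.

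Across genes, which are not independent replicates, the changes at 1 h and at 1 week had a Pearson r of 0.301, below the mean of 0.495 that unchanged groups sharing the same individual plants gave in 50 simulations. There were 552 genes higher at both times, 198 lower at both and 142 called in opposite directions, where the simulations gave at most 1, 0 and 0. The 198 fell to 106 without replicate 3 of the 1 h group and to 77 with eBayes without trend.

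Of the gene lists, touch genes had a median log2 fold change of 2.28 at 1 h (18 of 18 higher, fry adjusted p = 2.80e-12) and of 0.49 at 1 week (17 of 18 higher, adjusted p = 6.50e-09). All 18 were called at 1 h, over all genes tested and adjusted over the list alone; at 1 week 11 were called over all genes and 15 adjusted over the list alone. Jasmonate genes had medians of 1.32 at 1 h and 0.57 at 1 week, with 18 of 18 higher at each time (fry adjusted p = 1.45e-10 and 7.16e-09). The jasmonate genes called numbered 18 at 1 h under both adjustments, and at 1 week 17 over all genes and 18 adjusted over the list alone. Salicylate genes had medians of 0.97 and 0.37, with 13 of 14 higher at each time (fry adjusted p = 2.31e-08 and 6.23e-06), and PR1 rose by 1.08 at 1 h and by 3.21 at 1 week on the log2 scale. PR1, PBS3 and SARD4 were higher at 1 week than at 1 h, by 2.13, 0.94 and 0.43 (log2). All other tested genes of this list were lower at 1 week than at 1 h. Without a filter the 1 h median of the list was 0.51. At 1 h 10 salicylate genes were called over all genes and 12 adjusted over the list alone, and at 1 week 7 under both. The light list had medians of 0.23 at 1 h (10 of 15 higher) and 0.48 at 1 week (13 of 15 higher), with fry adjusted p-values of 1.64e-06 and 1.73e-06. The 1 h value was 0.02 with the filter at FPKM 5. Leaving out replicate 1, 2 or 3 of the 1 h group gave 0.14, 0.11 or 0.15. At 1 h 7 genes of the light list were called over all genes and 8 adjusted over the list alone, and at 1 week 9 and 10.

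The heat list had a median of -0.14 at 1 h (12 of 15 lower, fry adjusted p = 0.00337), a call that was lost under camera, and of 0.58 at 1 week (13 of 15 higher, fry adjusted p = 3.24e-07). The 1 week median was 0.32, 0.28 and 0.25 without replicate 1, 2 or 3 of the 1 week group. At 1 h 3 heat genes were called under both adjustments, and at 1 week 8 over all genes and 10 adjusted over the list alone. Only 6 of the 12 shade genes passed the filter. Their medians of -0.02 at 1 h and 0.09 at 1 week were not called (fry adjusted p = 0.41 and 0.847), and both signs depended on the processing. The 1 h median was 0.05 without replicate 2 of the individual plants, and the 1 week median 0.01 without their replicate 3. In this list 3 genes were called adjusted over the list alone at each time, and 3 and 2 over all genes. A pseudocount of 0.1 gave the touch list at 1 h its highest median among the alternatives, 2.64. Over the 36 list tests of contact and light together, fry called 30, of which 23 held under camera with its preset correlation and 21 with an estimated correlation. Among these 21 were all calls for contact except that of the heat list at 1 h, and both lists in the lit leaves and at systemic leaf 3 of the WT-hpca1-WT chain. The others were the light list at systemic leaf 1 and the heat list at systemic leaf 2 of the 3WT chain, and, for the difference between chains, the heat list at the local leaf and systemic leaf 2 and both lists at systemic leaf 3.

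**Figure D2:**
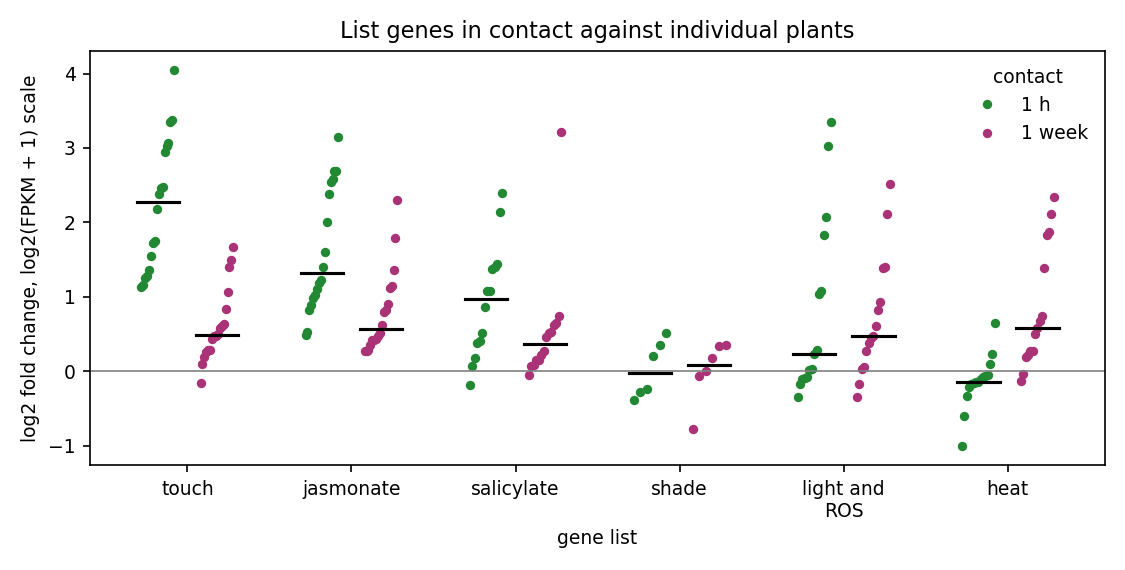
Log2 fold change of each list gene (y axis, log2(FPKM + 1) scale) in contact against individual plants, by gene list (x axis), after 1 h (green) and 1 week (purple). Points are genes and black lines are medians; all 18 tested touch genes lie above 0 at 1 h (median 2.28), while the shade medians lie at -0.02 and 0.09, with signs that changed under quantile normalization (1 week) or another filter (1 h).

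The light comparisons asked how far the response to light on the local leaf of one plant extends along the chain. In the lit local leaf, 11109 of 18735 genes were called in the 3WT chain, 2631 higher and 8478 lower, and 11714 in the WT-hpca1-WT chain, 2554 higher and 9160 lower. The split into higher and lower depended on scaling. As deposited, the median change of all genes was -0.16 in the 3WT chain and -0.19 in the other, and 76.3% and 78.2% of the genes called were lower. Median-of-ratios scaling gave 44.1% and 47% lower, and quantile normalization 63.2% and 59.2%. Genes with a change of at least 1 (log2) numbered 769 in the 3WT chain (519 higher, 250 lower) and 827 in the WT-hpca1-WT chain (437 higher, 390 lower). The 519 genes held 1.29% ± 0.0206 of the summed FPKM in control light and 5.24% ± 0.0720 in elevated light (SD, n = 3).

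Genes for heat shock proteins rose most. In the 3WT chain HSP17.6C (AT1G53540) rose from 0.236 ± 0.0507 to 427 ± 7.39 FPKM, HSP17.6A (AT5G12030) from 0.741 ± 0.286 to 514 ± 14.5, and AT1G07400 from 1.19 ± 0.214 to 583 ± 7.54 (SD, n = 3). Their log2 fold changes were 8.43 ± 0.16, 8.22 ± 0.17 and 8.07 ± 0.18 (SE), which is 8.60, 8.39 and 8.23 relative to the median of all genes. In the WT-hpca1-WT chain HSP17.6C, AT1G59860 and HSP17.6A rose most, by 7.63 ± 0.16, 7.43 ± 0.18 and 7.37 ± 0.17 (SE). The largest falls in the 3WT chain were those of PDF1.2 (AT5G44420, -3.96 ± 0.16), AT1G17860 (-3.42 ± 0.28) and PDF1.2b (AT2G26020, -3.38 ± 0.21). In the other chain they were those of GRP7 (AT2G21660, -4.00 ± 0.06), AT2G33830 (-3.88 ± 0.05) and AT5G23240 (-3.64 ± 0.11) (SE). PDF1.2, PDF1.2b and PDF1.2c are near-identical copies that can share fragments, so the value of a single copy is uncertain.

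The heat list had a median change of 6.05 in the 3WT chain and 5.39 in the WT-hpca1-WT chain in the lit leaf (6.21 and 5.58 relative to the median of all genes), with 20 of 20 genes higher in each (fry adjusted p = 7.21e-55 and 1.24e-54). All 20 were called in both chains, over all genes and adjusted over the list alone. The light list had medians of 1.52 (16 of 17 higher, fry adjusted p = 1.00e-35) and 1.14 (15 of 17 higher, adjusted p = 4.90e-34), 1.69 and 1.33 relative to the median of all genes, with 16 genes called in each chain under both adjustments. Among the 6 light-response genes, HSP101 (AT1G74310) rose from 2.04 ± 0.163 to 541 ± 20.7 FPKM in the 3WT chain and from 2.39 ± 0.288 to 553 ± 6.02 in the other (SD, n = 3). ZAT12 (RHL41, AT5G59820) rose by 2.79 ± 0.12 and 2.52 ± 0.12, ZAT10 (STZ, AT1G27730) by 1.88 ± 0.06 and 1.66 ± 0.06, ELIP1 (AT3G22840) by 1.71 ± 0.13 and 1.76 ± 0.13, and GolS1 (AT2G47180) by 1.52 ± 0.05 and 2.25 ± 0.05 (log2 fold change ± SE in the 3WT and the WT-hpca1-WT chain). APX2 (AT3G09640), at most 2.42 FPKM in any group mean, rose by 1.47 ± 0.10 and 1.68 ± 0.10 (SE).

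**Figure D3:**
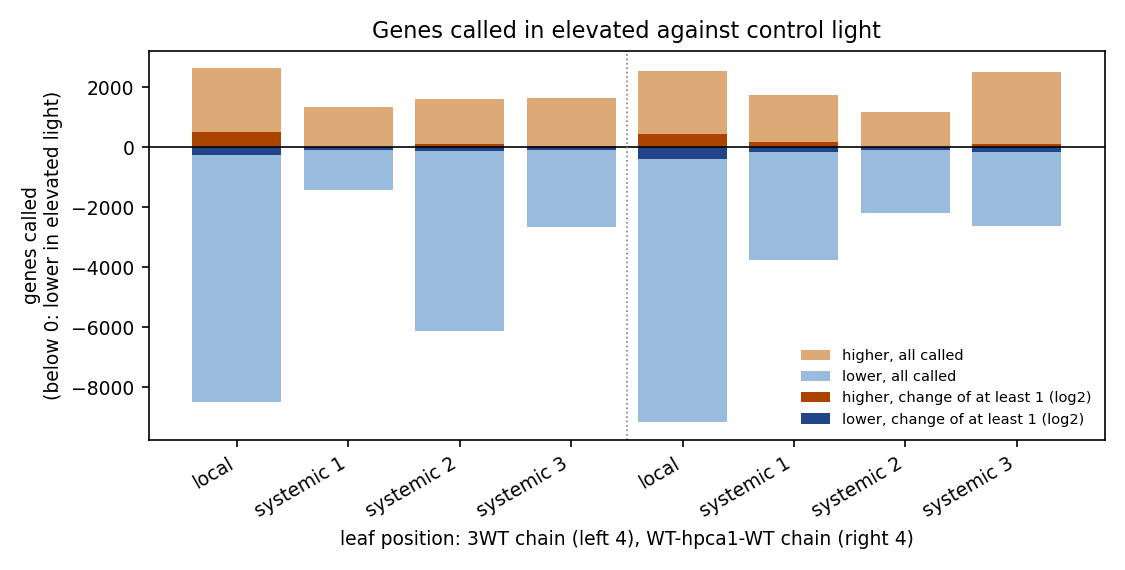
Number of genes called in elevated against control light (y axis, higher above 0 and lower below 0) at each leaf position of the 3WT chain (left 4 bars) and the WT-hpca1-WT chain (right 4 bars). Light bars count all genes called and dark bars those with a change of at least 1 on the log2 scale; the excess of lower genes in the local leaves (8478 and 9160) depended on scaling, with 44.1% and 47% of the genes called lower under median-of-ratios scaling and 63.2% and 59.2% under quantile normalization.

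In systemic leaves of the 3WT chain, 2767 genes were called at systemic leaf 1 (1346 higher, 1421 lower), 7724 at systemic leaf 2 (1601 higher, 6123 lower) and 4300 at systemic leaf 3 (1651 higher, 2649 lower). Along the WT-hpca1-WT chain the counts were 5518 (1745 higher, 3773 lower), 3353 (1164 higher, 2189 lower) and 5149 (2512 higher, 2637 lower). Fewer genes changed by at least 1 (log2): 86, 212 and 111 in the 3WT chain, and 314, 89 and 264 in the WT-hpca1-WT chain. The count at systemic leaf 3 of the WT-hpca1-WT chain was 2344 when only its own 6 libraries were fitted. In its control group, replicate 3 differed from replicates 1 and 2 with SDs over genes of 0.272 and 0.260 (log2). Replicates 1 and 2 differed with an SD of 0.154. The larger count rests on a spread pooled over all groups. The same control group enters the interaction and the comparison of chains in control light at systemic leaf 3. At systemic leaf 2 of the 3WT chain the median change of all genes was -0.12 and 79.3% of genes called were lower, against 46.1% with median-of-ratios scaling and 54.4% with quantile normalization. Median-of-ratios scaling also lowered this share from 61.6% to 47.4% at systemic leaf 3 of the 3WT chain, from 68.4% to 48.7% at systemic leaf 1 of the WT-hpca1-WT chain and from 65.3% to 48.4% at its systemic leaf 2. Quantile normalization gave 53.1% and 46.0% for the last pair.

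The largest systemic rises among protein-coding genes in the 3WT chain were those of AT2G15020 at systemic leaf 1 (1.03 ± 0.05), BSMT1 (AT3G11480) at systemic leaf 2 (3.31 ± 0.12, from 1.85 ± 0.317 to 27.2 ± 1.55 FPKM, SD, n = 3) and CSLA01 (AT4G16590) at systemic leaf 3 (2.27 ± 0.11). In the WT-hpca1-WT chain, TPS04 (AT1G61120) and CYP94B3 (AT3G48520) rose at systemic leaf 3 by 2.58 ± 0.07 and 2.42 ± 0.06 (log2 fold change ± SE). PDF1.2 was among the largest falls at systemic leaves 1 and 2 of the 3WT chain (-4.39 ± 0.16 and -2.97 ± 0.16, SE), and THI2.1 (AT1G72260) fell at systemic leaf 3 by 2.94 on the log2 scale. The largest falls in the WT-hpca1-WT chain included DDF1 (AT1G12610) at systemic leaf 1 (-3.40 ± 0.13), AT4G33980 and AZI1 at systemic leaf 2 (-2.94 ± 0.11 and -2.88 ± 0.15), and PDF1.2c (AT5G44430), AT2G33830 and GRP7 at systemic leaf 3 (-4.08 ± 0.16, -3.95 ± 0.05 and -3.72 ± 0.06, SE). Several further genes met the rule with large changes but wide spreads, such as the mitochondrial gene ATMG01380, which was listed at 0 in the 3 elevated-light libraries at systemic leaf 1 of the 3WT chain and at 102 ± 73.1 FPKM in control light (SD, n = 3). Its call there (adjusted p = 0.0479) was lost when any of the 6 libraries was left out.

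A set of 221 genes was called lower in all 8 light comparisons and 74 were called higher in all 8, where independent calls would give 0.0481 and 0.000151. GRP7 and AT2G33830 fell most among the 221, with median changes over the 8 comparisons of -2.73 and -2.63 (log2). With only the groups compared in each fit, the counts were 147 and 36, and with median-of-ratios scaling 180 and 141.

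The heat and light lists changed little in systemic leaves. In the 3WT chain the heat medians were 0.04, 0.13 and 0.01 at systemic leaves 1, 2 and 3, with fry adjusted p-values of 0.00039, 1.35e-09 and 0.995. The light list medians there were -0.12, -0.04 and 0.02, with fry adjusted p-values of 1.94e-09, 0.00718 and 0.292. In the WT-hpca1-WT chain the heat medians were -0.04, -0.09 and 0.32 (fry adjusted p = 0.000614, 6.83e-07 and 1.63e-11) and the light list medians -0.02, 0.01 and 0.34 (0.839, 0.44 and 3.87e-12). At systemic leaf 3 of that chain 15 of 20 heat genes and 12 of 17 light genes were higher, and 11 and 13 were called over all genes, 11 and 14 adjusted over the list alone. At systemic leaf 2 of the 3WT chain, where the median of all genes was -0.12, the 2 lists stood 0.25 and 0.08 above it, and the light list was called as higher although its median was below 0. Without replicate 2 of its control group the light list there was at -0.02 and no longer called. In the 3WT chain the heat median was -0.01 without replicate 1 of the elevated group at systemic leaf 1, and -0.01 without replicate 2 of that group at systemic leaf 3. The light list was at -0.06 without replicate 1 of the control group at systemic leaf 1 and at -0.03 without replicate 1 of the elevated group at systemic leaf 3. In the WT-hpca1-WT chain the heat median was 0.01 without replicate 3 of the control group at systemic leaf 1 and -0.15 without replicate 2 of that group at systemic leaf 2. The light list was at -0.06 without replicate 2 of the elevated group at systemic leaf 1 and at -0.02 without replicate 3 of that group at systemic leaf 2. The sign of the heat median at systemic leaf 1 of the WT-hpca1-WT chain, and of the light list at systemic leaf 3 of the 3WT chain and systemic leaf 1 of the other, changed under quantile normalization. Elsewhere 1 to 11 heat genes and 5 to 12 light genes were called at a systemic position adjusted over the list alone. HSP101 stood at 2.96 ± 0.108 FPKM at systemic leaf 1, 3.66 ± 0.129 at systemic leaf 2 and 2.40 ± 0.131 at systemic leaf 3 of the 3WT chain in elevated light (SD, n = 3), against 541 ± 20.7 in the lit leaf. GolS1 changed most of the 6 light-response genes in systemic leaves. It fell by 0.58 at systemic leaf 1 of the 3WT chain and rose by 1.35 ± 0.05 and 0.54 ± 0.05 at systemic leaves 2 and 3, and it rose by 1.44 ± 0.05, 0.45 ± 0.05 and 1.47 ± 0.05 at systemic leaves 1, 2 and 3 of the WT-hpca1-WT chain (SE).

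The local response score, whose 200 genes were chosen on the local leaf of the 3WT chain and include the 20 heat genes, rose there by 2.57, and by 2.20 in the local leaf of the WT-hpca1-WT chain, from 4.18 ± 0.00489 to 6.39 ± 0.0120 (SD, n = 3). In systemic leaves it changed by -0.11, -0.09 and -0.15 in the 3WT chain and by -0.21, -0.22 and 0.06 in the WT-hpca1-WT chain, at systemic leaves 1, 2 and 3. Elevated and control libraries did not overlap in any of the 8 comparisons, and each gave an exact permutation p of 0.10, the smallest that 3 libraries against 3 allow. The largest rise among the systemic leaves, 0.06, was 2.37% of the change in the lit leaf of the 3WT chain. With 100 score genes that change was 3.34 in place of 2.57. At systemic leaf 2 of the 3WT chain the direction depended on scaling, with 0.07 under median-of-ratios scaling and 0.000 under quantile normalization.

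**Figure D4:**
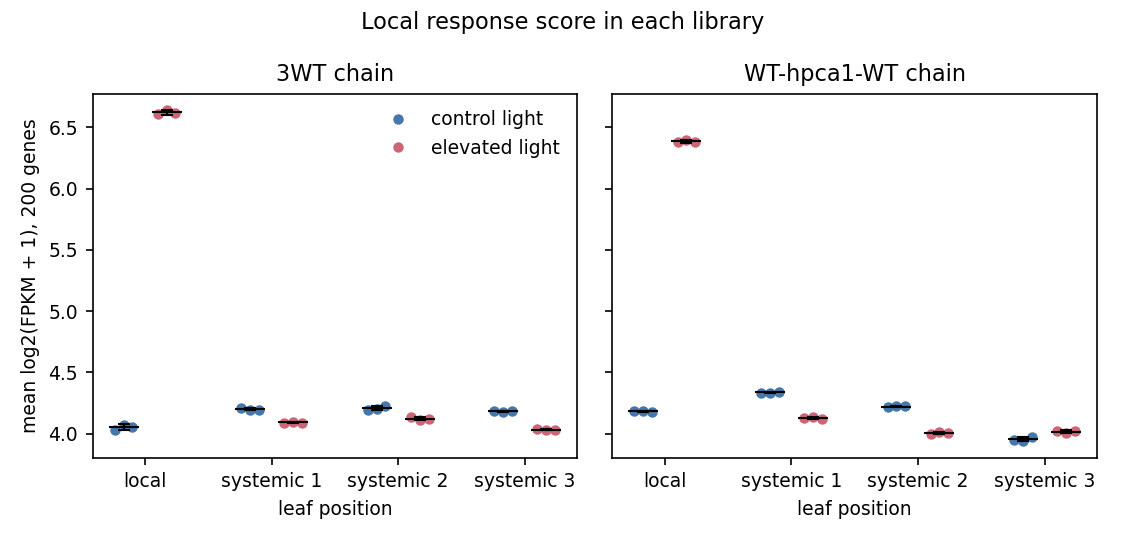
Local response score (y axis, mean log2(FPKM + 1) of 200 genes) at each leaf position (x axis) of the 3WT chain (left) and the WT-hpca1-WT chain (right), in control (blue) and elevated light (red). Points are libraries and bars are the mean ± SD of 3 libraries; the score rose by 2.57 and 2.20 in the lit leaves and changed by -0.22 to 0.06 in systemic leaves, where the fall of 3WT systemic leaf 2 became 0.07 with median-of-ratios scaling.

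Many genes were called in the same direction in the lit leaf and in a systemic leaf of the same chain. In the 3WT chain there were 1183, 4314 and 2008 such genes at systemic leaves 1, 2 and 3, where independent calls would give 832, 2996 and 1431. The WT-hpca1-WT chain had 3621, 1889 and 3032, against 2083, 1229 and 1632. Genes called in opposite directions numbered 875, 1215 and 1091 in the 3WT chain, where independent calls would give 809, 1584 and 1119, and 734, 770 and 922 in the other, against 1368, 868 and 1588. Calls at different leaves of a chain are not independent either, so these expected values are a reference and not a test. Most of the shared genes were lower in both leaves (3654 of the 4314, for example), and 2701 shared genes were left of the 4314 with median-of-ratios scaling and 2558 with quantile normalization. Genes called higher in both leaves numbered 475, 660 and 590 in the 3WT chain and 979, 512 and 1072 in the other. Across genes, the light responses of the 2 chains had a Pearson r of 0.761 at the local leaf, 0.0695 at systemic leaf 1, 0.311 at systemic leaf 2 and 0.301 at systemic leaf 3. Genes are not independent replicates, and these r values are descriptions. At systemic leaf 1 the r was 0.045 without replicate 1 of the 3WT elevated group. A pseudocount of 0.1 gave 0.624 at the local leaf.

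The interaction tested whether the light response differed between chains, which differ by design in the genotype of the middle plant. It called 2873 genes at the local leaf (1038 higher, 1835 lower in the WT-hpca1-WT chain), 4353 at systemic leaf 1 (1459 higher, 2894 lower), 3531 at systemic leaf 2 (2429 higher, 1102 lower) and 2644 at systemic leaf 3 (1569 higher, 1075 lower). A difference of at least 1 (log2) was reached by 167, 454, 124 and 155 of them. The share of lower genes was 66.5%, 31.2% and 40.7% at systemic leaves 1, 2 and 3, and 50.0%, 60% and 52.0% with median-of-ratios scaling; at the local leaf it was 63.9%, and 48.1% with quantile normalization, which gave 46.8% at systemic leaf 2. At systemic leaf 3 the count was 1458 when only the groups compared were fitted. Among the genes with the largest differences, PDF1.2 at the local leaf (5.33 ± 0.23) and PDF1.2c at systemic leaves 1 and 2 (6.37 ± 0.22 and 1.79 ± 0.22, SE) were protein-coding. Chains also differed at wild-type positions in control light, so an interaction at a wild-type leaf has such a difference beneath it.

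The light list's response was lower in the WT-hpca1-WT chain at the local leaf (median difference -0.25, 12 of 17 lower, fry adjusted p = 3.17e-06) and higher at systemic leaf 3 (0.25, 14 of 17 higher, adjusted p = 1.45e-09). The heat list differed by -0.26 at the local leaf (15 of 20 lower, fry adjusted p = 2.93e-08) and by 0.31 at systemic leaf 3 (15 of 20 higher, adjusted p = 2.93e-08). At systemic leaves 1 and 2 the heat list differed by -0.21 and -0.19 (13 and 16 of 20 lower, fry adjusted p = 4.96e-06 and 1.58e-11), and the light list by 0.05 and -0.16 (11 of 17 higher and 11 of 17 lower, fry adjusted p = 5.94e-07 and 0.0132). With a pseudocount of 0.1 the heat list at systemic leaf 2 was at -0.50, and with median-of-ratios scaling the light list at systemic leaf 1 was at 0.12. The light list at systemic leaf 1 was at 0.02 without replicate 2 of the 3WT control group and at 0.09 without replicate 1. The light list at systemic leaf 2 was at -0.08, no longer called, without replicate 2 of its 3WT control group. At the local leaf, systemic leaves 1, 2 and 3 in turn, 9, 4, 5 and 6 light genes and 8, 3, 8 and 7 heat genes were called over all genes, and 12, 4, 5 and 9 and 11, 3, 8 and 9 adjusted over the list alone.

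In control light the chains differed in 2395 genes at the local leaf (1494 higher, 901 lower in the WT-hpca1-WT chain), 2821 at systemic leaf 1 (1384 higher, 1437 lower), 3803 at systemic leaf 2 (1467 higher, 2336 lower) and 3234 at systemic leaf 3 (1052 higher, 2182 lower). Only systemic leaf 2 compared hpca1-1 with wild type; the other positions compared wild-type leaves of the 2 chains. Differences of at least 1 (log2) were found in 78, 45, 73 and 81 genes. The share of lower genes went from 37.6% to 52.8% at the local leaf, from 61.4% to 49.9% at systemic leaf 2 and from 67.5% to 56.2% at systemic leaf 3 with median-of-ratios scaling, and to 50.2% at the local leaf and 52.7% at systemic leaf 3 with quantile normalization. The count at systemic leaf 3 was 1214 when only its 6 libraries were fitted.

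At systemic leaf 2 in control light, AT3G01345 was at 3.03 ± 0.0980 FPKM in hpca1-1 and 63.8 ± 1.96 in wild type, and MRD1 (AT1G53480) at 0.943 ± 0.697 and 17.56 ± 1.19 (SD, n = 3). Their log2 fold changes were -4.01 ± 0.07 and -3.33 ± 0.19 (SE, limma adjusted p = 3.17e-32 and 4.16e-16). AT1G64795 was at 28.1 ± 12.7 FPKM in hpca1-1 (SD, n = 3) and listed at 0 in the 3 wild-type libraries, and the ribosomal RNA gene AT3G41979 varied between replicates of hpca1-1 (127 ± 159 FPKM, SD, n = 3), a call lost in 5 of the 6 fits that each left out 1 library, with a log2 fold change of 4.67 without replicate 3 of hpca1-1. At the wild-type positions the protein-coding genes named by the rule were the PDF1.2 copies, DDF1, UGT76B1 and PHI-1. PDF1.2c was lower in the WT-hpca1-WT chain at the local leaf (-2.82 ± 0.16) and systemic leaf 1 (-2.69 ± 0.16) and higher at systemic leaf 3 (2.74 ± 0.16). DDF1 was higher by 1.46 ± 0.13 and 1.73 ± 0.13 at the local leaf and systemic leaf 1, UGT76B1 (AT3G11340) by 1.52 ± 0.10 at the local leaf and PHI-1 by 1.38 ± 0.14 at systemic leaf 1 (log2 fold change ± SE). The largest differences by size among the genes named there were those of ATMG01380 (-6.61 ± 2.24, adjusted p = 0.0358) and the small nucleolar RNA AT1G08643 (-4.90 ± 1.76, SE, adjusted p = 0.0490) at systemic leaf 3, both listed at 0 in the 3 libraries of the WT-hpca1-WT chain. Both calls were lost in 6 of the 6 fits that each left out 1 library, with -6.515 and -4.492 without replicate 1 of the 3WT group.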

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

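Every result in this part is a difference between groups found by a test of the difference itself. The tests of sampling time, of the abscisic acid list and of the summed near-identical gene copies were chosen after the results were seen. So were the counts of genes called in the same direction as deposited and with median-of-ratios scaling. The total counts and list medians with another scaling were fixed before the data were examined. They were set against scaling as a cause only afterwards. The splits of the libraries and the comparison with control-light libraries alone were not chosen after the results were seen.

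The light response differed between chains in 2873 genes at the local leaf, 4353 at systemic leaf 1, 3531 at systemic leaf 2 and 2644 at systemic leaf 3. Of 100 drawn splits of the 12 libraries, 1, 1, 4 and 1 gave as many genes, the real one included. The largest smaller counts among the drawn splits were 2471, 3466, 3399 and 2337, so some wrong splits came close. With median-of-ratios scaling the counts were 2817, 3767, 2873 and 2563, and 2608, 3338, 2249 and 2304 genes were called in the same direction as deposited and with this scaling. These shared genes argue against scaling as the whole cause. The main direction at systemic leaf 2 depended on scaling, with 2429 higher and 1102 lower (31.2% lower) as deposited and 60% lower with median-of-ratios scaling. A difference in the control-light libraries alone would give an interaction without a difference in elevated light. Of the genes called, 1050, 2125, 1651 and 907 differed between chains in elevated light and not in control light, which argues against it as the whole cause, and 850, 667, 803 and 898 differed in control light and not in elevated light. At the local leaf and systemic leaf 3 the 2 classes were of similar size, so a difference in control light may account for part of the interaction there. A difference in sampling time between chains cannot be told apart from an effect of the middle plant, and the labels give no times. Clock genes of evening and dawn phase had interactions in opposite directions at 2 of 4 positions. Systemic leaf 2 was among these, but its evening median of 0.02 (3 genes higher, 2 lower) was -0.06 with median-of-ratios scaling and decides little. The evening medians were -0.47, -0.62 and -0.75 at the local leaf and systemic leaves 1 and 3. A batch difference between the chains is also confounded with the chain. The genotype of the middle plant, which the design names, stays open and untested by these values, and only systemic leaf 2 itself was hpca1-1.

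The light and heat lists responded differently in the 2 chains at each position. The medians of the difference were -0.25 and -0.26 at the local leaf, 0.05 and -0.21 at systemic leaf 1, -0.16 and -0.19 at systemic leaf 2, and 0.25 and 0.31 at systemic leaf 3, the light list first. At systemic leaf 1 neither list was called by camera, and a median of 0.05 over genes that went both ways decides little. Under camera with an estimated correlation, the light list also lost its call at the local leaf and systemic leaf 2. Without replicate 2 of the 3WT control group the light list was at 0.02 at systemic leaf 1, and at -0.08 and no longer called at systemic leaf 2. Neither median-of-ratios scaling nor quantile normalization changed the direction or the fry call of any of these 8 medians (the local leaf was at -0.205 and -0.198 with quantile normalization, and the light list at systemic leaf 2 at -0.208 with median-of-ratios scaling), which argues against scaling as their whole cause. The size of the heat median at systemic leaf 2 depended on the pseudocount and was -0.50 with 0.1. Sampling time, batch and the middle plant stay open as for the counts.

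Of the 16 gene and position pairs with the largest differences between chains, 3 were of protein-coding genes. They were PDF1.2 at the local leaf (limma adjusted p = 1.49e-19, difference 5.33) and PDF1.2c at systemic leaves 1 and 2 (limma adjusted p = 1.13e-23 and 9.43e-08, differences 6.37 and 1.79). Fragments shared between the near-identical copies could move single copies in opposite directions but would leave their sum in place. The log2 sum of the 3 copies changed by at least 1 in 8 of 8 light comparisons, by -4.47, -4.82, -3.30 and -1.95 along the 3WT chain and by 1.57, 1.30, -1.30 and -3.23 along the other. Sharing between copies therefore does not account for the pattern, and batch and sampling time stay open.

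The other 13 pairs were of non-coding, organelle or unmatched genes with wide spreads between replicates. At the local leaf they were AT3G07835 (adjusted p = 0.00348, difference 5.47), AT1G07897 (adjusted p = 0.000975) and ATCG00970 (adjusted p = 0.0267), the last 2 listed at 0 in the 3 elevated-light libraries of the WT-hpca1-WT chain. At systemic leaf 1 they were AT1G07897 (adjusted p = 0.0141), listed at 0 in the 3 control libraries of that chain, and U1.5 (adjusted p = 0.011) and AT1G06457 (adjusted p = 0.0492), listed at 0 in its 3 elevated-light libraries. At systemic leaf 2 they were MIR854d (adjusted p = 0.0375, difference 3.22), AT5G07725 (adjusted p = 0.0242), listed at 0 in the 3 elevated-light libraries, and AT5G03235 (adjusted p = 0.045, difference -4.06). At systemic leaf 3 they were ATMG01380 (adjusted p = 0.0494), listed at 0 in the 3 control libraries, AT4G00975 (adjusted p = 0.00295, difference 4.52), and AT1G05917 (adjusted p = 0.00811) and AT3G01795 (adjusted p = 0.0289), both listed at 0 in the 3 elevated-light libraries. Leaving out 1 library at a time lost the call in 11 of 12 fits for AT1G06457 (-1.77 without replicate 1 of its WT-hpca1-WT control group) and AT5G03235 (-3.72 without replicate 1 of the WT-hpca1-WT elevated group), and in 10 of 12 for ATMG01380 (7.09 without replicate 2 of the 3WT elevated group). It was lost in 7 of 12 for MIR854d (2.26 without replicate 2 of the 3WT control group), in 4 for ATCG00970 (-5.49 without replicate 2 of the WT-hpca1-WT control group) and AT3G01795 (-2.33 without replicate 2 of that group at its position), and in 1 for AT1G07897 at systemic leaf 1 (4.49 without replicate 3 of the WT-hpca1-WT elevated group). No technical or biological explanation was tested for these genes.

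Plants in contact for 1 week and for 1 h differed in 3796 genes, with 1 of the 10 splits of the 6 libraries giving as many. The largest count in any other split was 2. With 10 splits the share cannot be under 0.1, so the splits alone give no smaller chance than that. With median-of-ratios scaling the count was 3740, and 3442 genes were called in the same direction both ways, which argues against scaling as the whole cause. Against individual plants, a list of 15 abscisic acid response genes was higher at 1 week than 100% of 10000 random lists matched on expression. Its median there was 0.38, with 15 of 15 genes higher. At 1 h the list stood at percentile 49.6 (median -0.04). Between 1 week and 1 h its median was 0.50, with 13 genes called higher and 2 called lower. An abscisic acid or water-deficit response at 1 week is therefore a hypothesis that these values go with, found and tested on the same data. The solution applied in contact setups, the age of the plants and the day of sampling stay open.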

How the results depend on the processing

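All alternatives here were planned, except those of the counts shared over all 8 light comparisons or both contact times, which were chosen after seeing the data. No test in this part was added for a single result. A list result held if it kept its direction and its side of the threshold. A count held if its ratio to the main count stayed under a fixed limit, whichever genes were called. A score or correlation held if it moved by less than its spread over libraries. Of 65 results each, all held with eBayes without trend and with library weights. Of the 6 contact counts split by direction, eBayes without trend moved 2, the genes lower at 1 h (628 in place of 984) and at 1 week (558 in place of 908). With replicate number as a block, all 73 held (for example 2712 genes for the interaction at systemic leaf 3). The numbers do not pair libraries, since in 0 of 15 comparisons were all 3 same-number correlations over 0.1. Values that changed follow by alternative; where the alternative does not itself explain the change, the cause was not tested.

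A minimum change of 1 (log2) lowers every count by construction: contact 395 (1 h), 341 (1 week) and 546 (1 week against 1 h); light 769, 86, 212 and 111 in the 3WT chain and 827, 314, 89 and 264 in the other, from local to systemic leaf 3; chains in control light 78, 45, 73 and 81; interactions 167, 454, 124 and 155.

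Under camera with an estimated correlation 27 of 36 list calls kept their side, and 29 with its preset. Under both, these medians were no longer past the threshold: heat at 1 h -0.142, heat at systemic leaf 1 of the 3WT chain 0.038 and of the WT-hpca1-WT chain -0.037, heat at systemic leaf 2 of that chain -0.094, heat interaction at systemic leaf 1 -0.210, light list interaction at systemic leaf 1 0.054 and light list at systemic leaf 2 of the 3WT chain -0.039. With an estimated correlation the light list interactions at the local leaf (-0.248) and systemic leaf 2 (-0.160) were also lost.

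With the filter at FPKM 5, 68 of 73 results held. Heat at 1 h lost its call (-0.143), shade at 1 h (0.051) and the light list at systemic leaf 3 of the 3WT chain (-0.090) reversed, and the local scores were 2.538 and 2.170. Without a filter, 71 held, with the salicylate list at 1 h at 0.513 in place of 0.97; shade at 1 h reversed (0.091) and the score at systemic leaf 1 of the 3WT chain was -0.090.

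With median-of-ratios scaling, 62 of 73 held. A count that held did not always keep its genes. In the lit leaves of the 3WT and the WT-hpca1-WT chain, 58.4% and 58.2% of the genes called kept their call and direction. There 108 and 161 genes were called in opposite directions. At systemic leaf 2 of the 3WT chain 53.2% kept their call and direction. Heat at systemic leaf 1 of the WT-hpca1-WT chain lost its call (-0.026), and the light list there reversed (0.001). Scores were 2.636, -0.087, 0.069 and -0.083 along the 3WT chain and 2.357, -0.069, -0.159 and 0.085 along the other. Shared calls at systemic leaf 2 of the 3WT chain fell to 2701. With quantile normalization, 62 held. Shade at 1 week (-0.007), heat at systemic leaf 1 of the WT-hpca1-WT chain (0.026), the light list at systemic leaf 3 of the 3WT chain (-0.013) and at systemic leaf 1 of the other (0.003), and HSP101 at systemic leaf 2 of the WT-hpca1-WT chain (0.006) reversed. Scores were -0.080, 0.000 and -0.129 at systemic leaves 1 to 3 of the 3WT chain and 2.260, -0.163 and -0.176 at the local leaf and systemic leaves 1 and 2 of the other, and shared calls at systemic leaf 2 of the 3WT chain 2558.

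With only the groups compared in the fit, 58 of 65 held. The light list at systemic leaf 2 of the 3WT chain lost its call (-0.039), and at systemic leaf 3 of that chain (0.021) and systemic leaf 2 of the other (0.007) it gained one. Counts at systemic leaf 3 fell to 2344 (light, WT-hpca1-WT chain), 1214 (chains in control light) and 1458 (interaction), and its shared calls to 1597. A pseudocount of 0.1 kept 64 of 73. Among those kept, it moved the heat interaction at systemic leaf 2 from -0.19 to -0.50, the touch list at 1 week from 0.49 to 0.760 and the light list at 1 week from 0.48 to 0.851. It gave correlations between chains of 0.624, 0.208 and 0.179 at the local leaf and systemic leaves 2 and 3, and scores of 2.606, -0.115 and -0.164 at the local leaf and systemic leaves 1 and 3 of the 3WT chain and of 2.190, -0.234 and -0.242 at the local leaf and systemic leaves 1 and 2 of the other. With 100 score genes the scores were 3.337, -0.046, -0.003 and -0.075 along the 3WT chain and 3.008, -0.122, -0.152 and 0.118 along the other. With 400 they were 2.068, -0.111 and -0.133 at the local leaf and systemic leaves 2 and 3 of the 3WT chain, and 1.642, -0.223 and -0.199 at the local leaf and systemic leaves 1 and 2 of the other.

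Of 570 values from fits that each left out 1 library, 545 held. Ranges with a change were: shade at 1 h -0.085 to 0.046 (highest without individual replicate 2); heat in the 3WT chain -0.011 to 0.130 at systemic leaf 1 (lowest without elevated-light replicate 1) and -0.013 to 0.034 at systemic leaf 3 (lowest without elevated-light replicate 2); heat at systemic leaf 1 of the WT-hpca1-WT chain -0.064 to 0.014 (highest without control replicate 3). For the light list they were -0.124 to -0.011 at systemic leaf 2 (call lost, -0.020, without control replicate 2) and -0.034 to 0.016 at systemic leaf 3 of the 3WT chain (lowest without elevated-light replicate 1), -0.018 to 0.037 at systemic leaf 2 of the other (lowest without elevated-light replicate 3), and -0.184 to -0.077 for the interaction at systemic leaf 2 (call lost without 3WT control replicate 2). Scores ran from -0.106 to -0.091 and -0.151 to -0.141 at systemic leaves 1 and 3 of the 3WT chain, and from -0.212 to -0.196 and -0.223 to -0.202 at systemic leaves 1 and 2 of the other. Reversals among named genes, none of them called, were HSP101 at systemic leaf 3 of the 3WT chain (-0.025 to 0.030), APX2 at systemic leaves 1 and 3 of the 3WT chain (-0.033 to 0.000 and -0.005 to 0.107) and of the other (-0.027 to 0.028 and 0.000 to 0.078), ELIP1 at systemic leaf 3 of the 3WT chain (-0.010 to 0.267) and systemic leaf 2 of the other (-0.067 to 0.104), and ZAT12 at systemic leaf 2 of the 3WT chain (-0.033 to 0.233).

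Of 139 named gene and comparison pairs, 34 changed direction or side of the threshold under some alternative, 28 of them when 1 library was left out and 22 under another alternative. Among the counts with alternatives chosen after seeing the data, the 74 genes higher in all 8 light comparisons were 141 with median-of-ratios scaling and 36 with only the groups compared, the 221 lower in all 8 were 147 with only the groups compared, and the 198 lower at both contact times were 77 with eBayes without trend and 106 without replicate 3 of the 1 h group. Depth is unknown in fragments, so no result can be given a counting error, which limits the low genes most.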

Other observations

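All tests in this part were chosen after the results they concern were seen, apart from the splits of the libraries and some counts. These counts, of chains in control light with another filter, scaling or fit, were fixed before the data were examined. They were set against an explanation only afterwards.

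Each two-group count of genes called in the report was reached by 1 of the 10 splits of its 6 libraries, the real one. This holds for both contact times, for all 8 light comparisons and for the 4 comparisons of chains in control light. With 3 libraries against 3 the share cannot be under 0.1, so the splits alone give no smaller chance than that. The largest count in any other split was 264, at systemic leaf 3 of the WT-hpca1-WT chain, where 5149 genes were called.

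The median of a list of evening-phased clock genes was lower in elevated light at every leaf position of both chains. Of the 5 genes tested, 1 was higher at systemic leaves 2 and 3 of the 3WT chain and at systemic leaf 1 of the other, and all 5 were lower in the other 5 comparisons. The median of the 5 genes tested fell by between 0.38 and 1.32 in the 6 systemic comparisons (log2), and the smallest of these falls, -0.38, argues against an effect of light on the lit leaf alone. In the 8 comparisons the list stood no higher than percentile 0.08 of 10000 random lists matched on expression. The list was written after the fall of clock genes had been seen, and 4 of its 6 genes are among the 221 that were lower in all 8 comparisons, so this percentile decides nothing. Of these 221, 177 were also lower in all 8 with median-of-ratios scaling, which argues against scaling. The median of the evening list was lower and that of the dawn list higher in 8 of 8 comparisons, with dawn medians between 0.06 and 0.55. Leaves of elevated and control plants sampled at different times of day would give the same, and the labels do not give the times, so a systemic effect of light on clock genes and a difference in sampling time cannot be told apart.

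Wild-type leaves of the 2 chains differed in control light at every wild-type position. The lowest of these 3 counts was 2263 with the filter at FPKM 5, which argues against the difference in depth (mean relative depth 1.11 ± 0.106 in the 3WT and 0.942 ± 0.0935 in the WT-hpca1-WT chain, SD, n = 24 each, permutation p = 1e-05, the smallest that 100000 resamples give), and 2189 with median-of-ratios scaling. At these 3 positions 1932, 2603 and 2910 genes were called in the same direction both ways, which argues against scaling as the whole cause. As a share of the count at the hpca1-1 position, the lowest was 63.0% in the main fit. With only the groups compared in the fit, the counts were 1214 at systemic leaf 3 and 2875 at the hpca1-1 position, so this share depended on the fit. Chains grown or sequenced as separate batches could give such differences and cannot be told apart from an effect of the middle plant on its neighbours. The evening list was higher in the WT-hpca1-WT chain in control light at each position, by 0.22, 0.34, 0.58 and 0.30 along the chain (log2).

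In the hpca1-1 leaves AT3G01345 reached at most 3.13 FPKM in 6 libraries, where the lowest of the 42 wild-type libraries was at 25.6, and MRD1 ran from 0.181 to 1.90 against 9.95 to 22.1. Both genes were named for a gap between the control-light libraries of systemic leaf 2, so their gap in those libraries was fixed by the choice. The 3 hpca1-1 libraries in elevated light were not used in it. They ran from 0.820 to 1.53 FPKM for AT3G01345 and from 0.811 to 1.90 for MRD1. This argues against a mislabelled library among those not used in the choice. The lowest of the 18 wild-type libraries in the WT-hpca1-WT chain was at 29.1 FPKM for AT3G01345, which argues against a batch effect of that whole chain. AT1G64795 ran from 16.1 to 58.1 in hpca1-1 and from 0 to 10.8 in wild type. A difference that travels with the mutant line, in the mutation or elsewhere in its genome, is a hypothesis for these genes, and the 2 were not separated.

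After 1 h of contact the evening list had a median change of -0.038, with 2 of 5 genes higher and 3 lower and 1 called higher, and 2 of 6 dawn genes were called lower. Genes that go both ways decide nothing, so leaves sampled at different times of day cannot be told apart from an effect of contact by these lists, and the labels give no times. The solution applied at contact also stays open.

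At systemic leaf 2 the abscisic acid list responded to light in opposite directions in the 2 chains, by 0.51 in the wild-type leaves of the 3WT chain and by -0.30 in the hpca1-1 leaves. The difference was -0.96, with 15 of 15 genes lower and 14 called. It was -1.03 with median-of-ratios scaling and at its weakest -0.92 when each of the 12 libraries was left out in turn, which argues against scaling and against a single library. In control light the list was already higher in hpca1-1 by 0.56, with 15 of 15 genes higher. The list's mean (log2) was 5.43 ± 0.0302 in elevated and 5.80 ± 0.0492 in control light in hpca1-1, and 5.86 ± 0.00836 and 5.16 ± 0.0226 in wild type (SD, n = 3). At systemic leaf 1, where both leaves were wild type, the list differed between chains by 0.56 in the other direction (14 of 15 higher). At the local leaf it differed by 0.14 (12 of 15 higher). At systemic leaf 3, also wild type, it differed by -0.18 (12 of 15 lower, 7 called lower). A difference between chains was therefore not confined to hpca1-1 leaves, but its direction varied with position. Sampling time and batch stay open.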
